# A tissue-specific landscape of sense/antisense transcription in the mouse intestine

**DOI:** 10.1186/1471-2164-12-305

**Published:** 2011-06-10

**Authors:** Ulrich C Klostermeier, Matthias Barann, Michael Wittig, Robert Häsler, Andre Franke, Olga Gavrilova, Benjamin Kreck, Christian Sina, Markus B Schilhabel, Stefan Schreiber, Philip Rosenstiel

## Abstract

**Background:**

The intestinal mucosa is characterized by complex metabolic and immunological processes driven highly dynamic gene expression programs. With the advent of next generation sequencing and its utilization for the analysis of the RNA sequence space, the level of detail on the global architecture of the transcriptome reached a new order of magnitude compared to microarrays.

**Results:**

We report the ultra-deep characterization of the polyadenylated transcriptome in two closely related, yet distinct regions of the mouse intestinal tract (small intestine and colon). We assessed tissue-specific transcriptomal architecture and the presence of novel transcriptionally active regions (nTARs). In the first step, signatures of 20,541 NCBI RefSeq transcripts could be identified in the intestine (74.1% of annotated genes), thereof 16,742 are common in both tissues. Although the majority of reads could be linked to annotated genes, 27,543 nTARs not consistent with current gene annotations in RefSeq or ENSEMBL were identified. By use of a second independent strand-specific RNA-Seq protocol, 20,966 of these nTARs were confirmed, most of them in vicinity of known genes. We further categorized our findings by their relative adjacency to described exonic elements and investigated regional differences of novel transcribed elements in small intestine and colon.

**Conclusions:**

The current study demonstrates the complexity of an archetypal mammalian intestinal mRNA transcriptome in high resolution and identifies novel transcriptionally active regions at strand-specific, single base resolution. Our analysis for the first time shows a strand-specific comparative picture of nTARs in two tissues and represents a resource for further investigating the transcriptional processes that contribute to tissue identity.

## Background

A transcriptome is the complete set of transcripts in a cell, a tissue or a whole organism at a given point in time, and may be altered by developmental stage or environmental stimuli. Transcriptome plasticity is conferred not only by altering the concentration levels of transcripts, but also by complex changes in the architecture of transcripts (splice isoforms, editing, transcription start and termination sites). Measuring the transcriptome is a key point in the decipherment of molecular constituents and in understanding functional elements of the genome, and leads to a better insight into cellular dynamics, for example during development or disease. In the past various technologies have been reported to deduce and quantify the transcriptome, including hybridization- and sequence-based methods. Sequence-based data was intensively used for transcript annotation projects in order to get insight into the complexity of the transcriptome, including expressed sequence tag (EST) projects [1], functional annotation of the mouse (FANTOM) [2-4] and encyclopedia of DNA elements (ENCODE) [5], which represent milestones in our understanding of the transcriptionally landscape in humans and mammalian model organisms.

Emerging next generation sequencing (NGS) technologies allow for an ultra-deep and highly parallel sequencing of complete transcriptomes of individual cells or tissues under study and overcome several limitations of previous technologies [6]. RNA-Seq has been applied to various organisms [7-10] including mouse, highlighting accurate detection of gene expression [11], observation of complex alternative splicing patterns [12,13] and detection of novel transcriptionally active regions (nTARs) in the genome [14]. Although the mouse has already been in the scope of RNA-Seq studies, only a few individual tissues or cell types were analyzed, including embryonic stem cells [15,16], oocytes [17], myoblasts [18], brain [19,20], muscle, liver [11] and heart [21]. Deep annotation of the intestinal mRNA sequence space is still missing, although microarray studies suggested a high complexity of region-specific expression patterns [22,23] and disturbances of intestinal homeostasis are linked to a broad variety of diseases (e.g. infections, idiopathic inflammatory bowel disease and intestinal malignancies) [24,25]. In this study, we introduce a two-step RNA-Seq approach using two different library preparation protocols on the SOLiD platform to characterize the full complexity of an archetypal mammalian intestinal mRNA transcriptome. The method aims specifically to identify novel transcribed elements as well as to describe their orientation in relation to known transcripts.

## Results

### Generation of RNA-Seq data

Total RNA from liquid nitrogen-frozen total small intestine or colon tissue of 9-10 week old C57B6 mice (housed under SPF conditions) was isolated and enriched for polyadenylated RNA approach. Enriched mRNA was reverse transcribed using an oligo-dT nucleotide flanked by a defined sequence and a template switch. Amplification was performed using biotinylated primers to the flanking sequences allowing depletion of the artificially incorporated cDNA ends (Additonal file 1, figure S1). To validate and add strandedness information to our data, another RNA-Seq protocol was used based on direct RNA fragmentation and directional ligation of sequencing adaptors. 

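For the cDNA fragmented protocol, the authors deposited the matched reads of 1 library from small intestine and 1 library from colon of C57B6 mice aged 9 to 10 weeks, so no replicate error can be given for the values of these libraries. A SOLiD read is a series of colors, each of which encodes a pair of neighbouring bases, and 35 colors per read were matched. The authors' reports list 77504263 reads for small intestine and 83302412 reads for colon. In the deposited version, reads had been matched by the authors with up to 3 color mismatches to RefSeq exons of the mm9 assembly and to exon-exon junctions, and only reads with a unique placement were kept. Reads from introns and intergenic regions have no place of their own in this reference. Uniqueness was judged among exons and junctions only, so a read from outside them that resembles an exon may have been kept there. The 22484041 uniquely placed reads of small intestine and the 24798934 of colon were counted on 20920 condensed genes. These were built from exons that the authors' junction table joins. Condensed genes stand in for RefSeq transcripts, since reads were not divided between isoforms. Expression was calculated as reads per kilobase of exon per 1000000 uniquely placed reads (RPKM). Intervals are given at the 95% level, by the Wilson method for shares and by the exact Poisson method for read counts. A count of 0 was set against a floor of 3 reads per library. Intervals and floors cover counting error only, since amplified reads are not independent molecules.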

In total >700 million 35 or 50 bp SOLiD fragment reads were generated from two different tissue sources (colon and small intestine) in a total of six mice. Compared to other recent work the study employs a high total read number as a basis for the analysis [e.g. [11,26]]. Obtained reads were matched to the murine genome (mm9 assembly) using Bioscope software V1.2.1 (Applied Biosystems), only reads mapping uniquely to the genome were further processed for downstream analyses. Mappability of produced reads varied between 48.99% and 66.92%, ~70% of these reads could be mapped to a single position in the genome comparable to other mammalian transcriptome studies [9,19]. 

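Against the reference of exons and junctions, 36.5% of all reads of the cDNA fragmented small intestine library and 34.0% of those of the colon library found a match. A unique placement was reached by 79.5% of the matched reads in small intestine and by 87.5% in colon. The Wilson intervals of these shares are narrower than the last digit given. Among uniquely placed reads, 34.3% in small intestine and 33.8% in colon had no color mismatch. Placements across exon-exon junctions made up 0.822% of the uniquely placed reads in small intestine (Wilson interval 0.818% to 0.826%) and 0.815% in colon (0.812% to 0.819%), so the read counts of genes rest almost entirely on placements inside exons.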

A summary containing key data of matching statistics is provided in Table 1.

**Table 1:** Summary mapping statistics small intestine and colon

	cDNA fragmented small intestine	cDNA fragmented colon	RNA fragmented small intestine	RNA fragmented colon
total reads	77,504,263	83,302,412	227,082,832	234,732,979

mapped reads	40,774,275	40,810,609	151,970,014	128,017,728

mapped reads [%]	52.61%	48.99%	66.92%	54.54%

uniquely mapped reads	28,177,719	28,439,065	116,790,095	94,395,393

uniquely mapped reads [%]	69.11%	69.69%	76.85%	73.74%

### Distribution of reads along the 5'-3' axis

Oligo-dT primed cDNA generation has been reported to be systematically biased and to preferentially represent 3' ends of transcripts when compared to direct RNA fragmentation [6]. We assumed that this effect is based on incomplete reverse transcription and should be improved by selection for full-length cDNA and template switch. We calculated the genome-wide relative coverage along the 5'-3' axis for different transcript classes sorted by length (Figure 1A). 

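Reads placed inside exons were laid along each condensed gene in 100 bins of equal relative length, each gene with at least 20 reads was given the same weight, and coverage was expressed as a percentage of the highest bin of its length class. Intervals were obtained by drawing the genes of a class again 200 times. In the small intestine library, the class above 1000 and up to 5000 bp (9383 genes) was covered at 32.2% (30.7% to 33.4%) of its highest bin at 10% of the length from the 5' end.

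**Figure D1:**
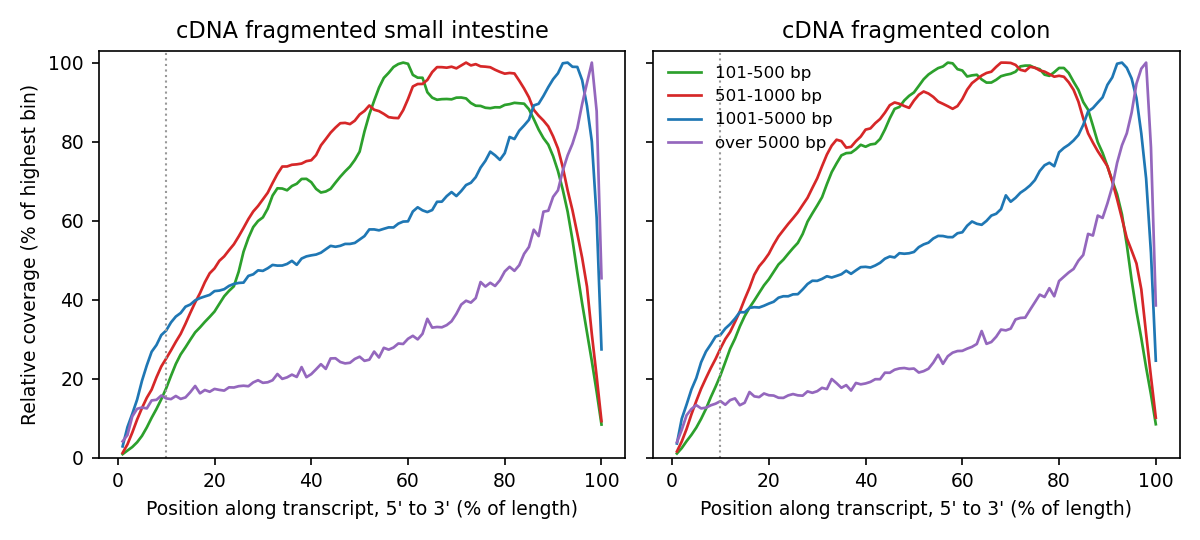
Relative coverage in percent of the highest bin (vertical axis) along the 5'-3' axis in percent of the transcript length (horizontal axis), for 4 length classes of condensed genes in the cDNA fragmented small intestine (left) and colon (right) libraries. The dotted line marks 10% of the length, and the highest bin lies at 98% of the length in the class over 5000 bp in both tissues.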

Although the protocol modification led a reduction of the 5´-bias when compared to other studies [7], transcripts of the class of transcripts of more than 5,000 bp length still showed a clear bias towards an overrepresentation of 3' ends, in this class 5' ends showed a relative coverage of ~40%. This effect declines within classes of shorter transcripts. 

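In the class of more than 5000 bp, which held 2194 condensed genes in the small intestine library, relative coverage was 15.0% (13.5% to 16.9%) at 10% of the length, 25.6% at 50% of the length and 66.0% at 90% of the length. The colon library gave 14.3% (12.8% to 16.0%) at 10% of the length over 2312 genes. The weight of the transcripts moved this value most. With reads pooled over transcripts, relative coverage at 10% of the length was 28.2% in small intestine and 24.0% in colon. From the profile of the longest class, the paper concludes that 3' ends remain overrepresented in spite of the selection for full-length cDNA.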

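At 10% of the length, relative coverage in small intestine was 25.1% (21.5% to 28.5%) over 829 condensed genes above 500 and up to 1000 bp and 17.6% (13.2% to 22.0%) over 137 genes above 100 and up to 500 bp. The interval of the shortest class overlaps that of the class over 5000 bp at this position, so a difference between these classes was not detectable there. At 50% of the length, relative coverage was 55.2% in the class up to 5000 bp, 86.9% in that up to 1000 bp and 77.5% in that up to 500 bp. In colon, the classes up to 5000 bp, up to 1000 bp and up to 500 bp gave 31.1%, 27.7% and 20.9% at 10% of the length.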

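In the small intestine library, the first bin of the 5'-3' axis was covered at 0.934% of the highest bin in transcripts up to 500 bp, at 1.25% in those up to 1000 bp, at 2.89% in those up to 5000 bp and at 4.16% in those over 5000 bp. The last bin was covered at 8.42%, 9.27%, 27.4% and 45.4% in the same order of classes. The highest bin lay at 59% of the length in the shortest class and at 72% in the class up to 1000 bp. Reads that run further over the end of an exon than the mismatches allow find no match. After division by the coverage that reads placed evenly inside exons would give, a correction chosen after values had been seen, the first bin was at 10.8%, 8.73%, 7.46% and 5.75% in the same order of classes, which reverses the order above, and the last bin was at 87.7%, 61.6%, 68.4% and 60.6%.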

Here a less pronounced depletion of both ends occurred, probably based on primer-containing fragment removal. In another sample (oligo-dT priming without initial purification for polyadenylated mRNA ('total RNA')) this effect was even stronger (Figure 1B). 

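A start point is a position and strand at which at least 1 read begins. The uniquely placed reads of the small intestine library began at 7337402 start points and those of the colon library at 7680446, which gives 3.06 and 3.23 reads per start point. A single read was found at 62.7% of the start points in small intestine and at 60.6% in colon. The start point with most reads held 6067 reads in small intestine and 4206 in colon. The 1% of start points with most reads held 27.9% of the reads in small intestine and 29.7% in colon. With at most 1 color mismatch allowed, reads per start point were 2.72 in small intestine and 2.86 in colon.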

We also investigated the diversity of start points in transcripts with higher abundance and found an interweaving, balanced allocation of reads (exemplified in Additonal file 1, figure S2) in our dataset. 

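For genes with at least 1000 reads, the reads per start point in each 10% of the length were divided by the value of the whole gene. In small intestine, the median of this ratio was 0.817 over 2742 genes in the first 10% of the length, 0.906 from 10% to 20%, and 1.01 over 3201 genes from 80% to 90%. In colon, the median was 0.796 over 3189 genes in the first 10% of the length and 1.01 over 3685 genes from 80% to 90%. The first 10% also held fewer reads, at the median 0.250 times those from 80% to 90% in small intestine and 0.260 times in colon, and fewer reads give fewer reads per start point. After the reads of both stretches had been thinned to the smaller number, a comparison chosen after values had been seen, the median ratio of the first 10% to 80% to 90% was 1.08 in small intestine and 1.09 in colon, and it was above 1 in 79.0% of 2667 genes and 77.1% of 3100 genes. The fall of coverage within the first 10% was not separated from clonality.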

No overrepresentation of startpoints with high clonality was observed towards the 5'ends.

**Figure 1:**
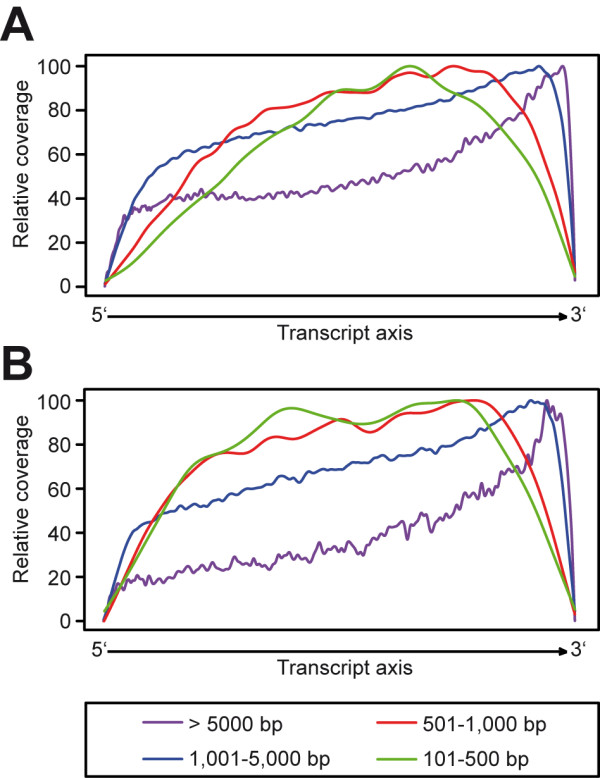
**Transcript length dependent coverage bias along 5'-3' transcript axis**. Transcript length-normalized coverage per base was plotted for several transcript classes. The graph depicts the small intestine data set for oligodT-primed cDNA (SMART protocol) starting from (A) oligodT-purified mRNA and (B) total RNA. Note that especially transcripts > 5000 bp display a stronger bias due to relative overrepresentation of the 3'end.

### Detection and Quantification of RefSeq transcripts in the intestine

For the estimation of expression levels of RefSeq transcripts (table of February 21^th^, 2011) fragments per kilobase of exon per million fragments mapped (FPKM, [18]) values were calculated using the Cufflinks tool. 20,541 RefSeq transcripts (74.1%) with an expression of more than 0.01 FPKM were considered as present [18,27] in the investigated intestinal tissues. 

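By a threshold of more than 0.01 RPKM and at least 2 start points, 16556 of 20920 condensed genes were present in at least 1 of the tissues, which is 79.1% (Wilson interval 78.6% to 79.7%). A threshold of 0.1 RPKM moved this count most and left 15379 condensed genes.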

17,989 transcripts (64,9%) of total RefSeq entries were found to be present in both tissues, 817 (2.95%) were exclusively observed in the small intestine and 1,735 transcripts (6,26%) could be detected only in the colon. 

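Both cDNA fragmented libraries held 15207 condensed genes at this threshold, 72.7% of all condensed genes (Wilson interval 72.1% to 73.3%). The small intestine library alone held 369 (1.76%, 1.59% to 1.95%) and the colon library alone held 980 (4.68%, 4.41% to 4.98%). Most of these genes rested on few reads. The median was 3 reads per gene for the genes of small intestine and 4 reads for those of colon, and 22 and 36 of them had at least 100 reads. Without sex-linked and pancreatic acinar genes, which differed strongly between the libraries, 969 genes were observed in colon only. This exclusion was chosen after the data had been examined.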

Of the shared transcripts, 1,247 transcripts showed a more than 3-fold difference in average coverage (499 enhanced in small intestine vs. 748 in colon) (Figure 2A). 

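Among condensed genes present in both tissues, the RPKM in one tissue was divided by the RPKM in the other plus a penalty of 1. A ratio of at least 3 was reached by 428 condensed genes in small intestine and by 495 in colon, so that 46.4% of these genes were higher in small intestine. The normalization and the penalty moved the numbers most. With size factors from the median of ratios, 546 genes were higher in small intestine and 299 in colon, and 64.6% were then higher in small intestine. All 299 were among the 495. The median of ratios shifted colon over small intestine by 0.40 on the log2 scale against the number of uniquely placed reads. With a penalty of 0.1, 633 genes were higher in small intestine and 1171 in colon.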

To estimate the relative amount of detectable genes to RefSeq annotated genes we performed regression analysis to calculate a saturation curve. RefSeq annotated transcript isoforms were condensed into a single model, including all exons of all isoforms and merging overlapping exons. 

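The deposited reference holds 200217 RefSeq exons, after overlapping exons had been merged by the authors. Joining exons that share a junction in the authors' junction table, on the chromosomes used for matching, gave 20628 exon sets. From these sets, with a minimum of 15% of a set for a second coding gene, 20920 condensed genes were derived. Of these, 20744 took their name from the GENCODE M1 annotation of the same assembly, and 1768 share exonic bases with another coding gene, so that reads in the shared bases cannot be given to either gene with certainty.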

Of 27,722 transcripts in the RefSeq table 21,923 condensed genes remained. 

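In the small intestine library, 14529 of 20920 condensed genes were counted with at least 5 uniquely placed reads, which is 69.5% (Wilson interval 68.8% to 70.1%). A minimum of 1 read moved this count most and gave 16316, and a minimum of 10 reads gave 13612.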

Using a minimum of five reads per condensed gene for detection, 14,801 condensed genes could be identified in the small intestine data set. Plotting the number of detected condensed genes as a function of generated sequencing data clearly shows a saturation kinetic. 

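Reads of the small intestine library were drawn at random without replacement, and condensed genes with at least 5 reads were counted in each draw. With 4496774 reads, 12327 condensed genes were detected, with 8993548 reads 13372, with 13490322 reads 13925 and with 17987096 reads 14277.

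**Figure D2:**
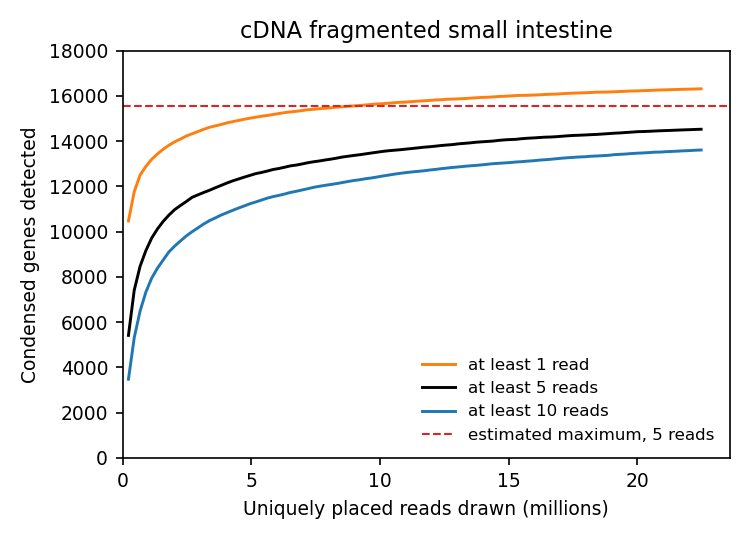
Number of condensed genes detected (vertical axis) against uniquely placed reads drawn, in units of 1000000, from the cDNA fragmented small intestine library (horizontal axis), for minima of 1, 5 and 10 reads. The dashed line marks the maximum estimated for 5 reads, and the curve for 5 reads lies below it over the whole range.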

Data shows that we nearly reached the saturation point for the given library and detection of additional condensed genes would require a huge amount of additional reads. Using a non-linear regression model, we estimated a theoretical maximum of 15,884 condensed genes detectable with at least five reads (Figure 2B).

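A hyperbola was fitted to the numbers of genes with at least 5 reads and fitted again to the points right of its second intersection with the data. After 3 fits, the correlation was 0.999 and the estimated maximum was 15567 condensed genes, of which 93.3% were reached with all reads. A minimum of 1 read moved the estimate most and gave 17086. A single hyperbola over all points gave 14491 with a correlation of 0.977. This value lies below the 14529 genes detected with all reads, so it cannot be a maximum. From the flattening of the saturation curve, the paper concludes that sequencing of this library was close to saturation.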

**Figure 2:**
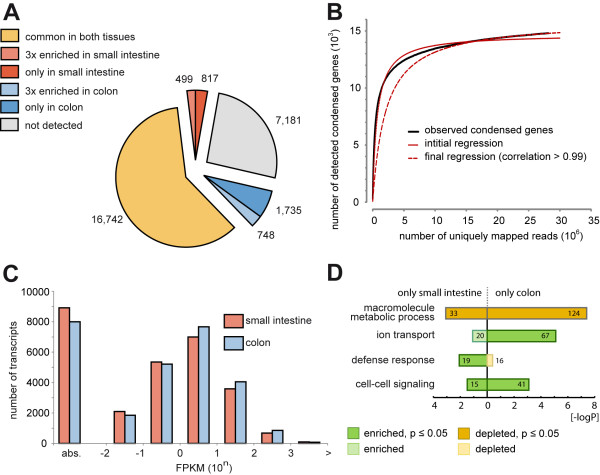
**Detection of RefSeq transcripts in intestinal samples by RNA-Seq**. **(A) **Expression of RefSeq annotated transcripts in the intestine. Number of annotated RefSeq transcripts covered in small intestine and/or colon at a detection threshold of 0.01 FPKM. **(B) **Number of detected condensed genes dependent on sequencing depth (black curve) and graphs depicting regression analysis (red solid and dotted lines). Data depicted from the small intestine data set. **(C) **Distribution of transcripts with different expression levels. All transcripts were sorted to classes spanning an order of magnitude. Transcripts without coverage or not passing the threshold (see (A)) were classified as absent (abs.). **(D) **Enrichment of specific gene ontology terms with key function for the investigated tissues and depletion of 'house keepers' in tissue specific transcript subgroups. Numbers represent the count of transcripts supporting the GO term.

Many transcripts with highest expression rates in small intestine belong to immune-related processes (e.g. *defensin α6, lysozyme 1*) or nutrient function (e.g. *fatty-acid binding protein 2, cysteine rich protein 1*), in colon most abundant transcripts include effectors of electrolyte transport (e.g. *carboanhydrase 1*) and mucosal protection (*anterior gradient 2, serine protease inhibitor Kazal-type 4*) (a complete list of expression levels is provided in Additional file 2). 

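Lysozyme 1 (Lyz1, chromosome 10 of mm9, 116724852 to 116729924) had 6011 RPKM in small intestine (5983 to 6040) and 39.6 in colon (37.4 to 41.9), a ratio of 152 (143 to 161). Fatty-acid binding protein 2 (Fabp2, chromosome 3, 122597990 to 122602424) had 38180 RPKM in small intestine and 4468 in colon, and cysteine rich protein 1 (Crip1, chromosome 12, 114390223 to 114392088) had 10465 and 5021. Defensin α6 could not be assigned, because its symbol is not among the gene names used, and α-defensins are close copies of each other with uncertain unique placement. Carboanhydrase 1 (Car1, chromosome 3, 14766217 to 14778459) had 53188 RPKM in colon. No Car1 read was found in small intestine, which allows up to 0.107 RPKM, so that colon was at least 497484-fold higher against this floor. A separate ribosomal RNA-depleted library of small intestine held 68 Car1 reads, and Car1 was 223-fold higher in colon (176 to 287) by that protocol. The size of the Car1 difference thus differed strongly between the pairs of libraries, which differ in protocol and may also come from different mice. Anterior gradient 2 (Agr2, chromosome 12, 36719494 to 36730674) was 5.02-fold higher in colon (4.98 to 5.07), with 15465 RPKM against 3078. Serine protease inhibitor Kazal-type 4 (Spink4, chromosome 4, 40867085 to 40878428) was 1.94-fold higher in colon (1.92 to 1.96), with 9934 RPKM against 5115. In the ribosomal RNA-depleted libraries, Lyz1 was 36.4-fold higher in small intestine (31.6 to 42.1). Agr2 was 16.3-fold (14.0 to 19.2) and Spink4 2.84-fold (2.43 to 3.35) higher in colon there. Small intestine to colon ratios of Fabp2 and Crip1 were 8.06 and 3.57 there, against 8.55 and 2.08 by cDNA fragmentation. Except for Fabp2, these ratios lay outside the counting intervals of the cDNA fragmented libraries. With 1 library per tissue and protocol, the differences between tissues are larger than counting error but cannot be set against the variation between mice.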

In total, the detection level of observed transcripts spans several orders of magnitude, a strong fraction of genes show detection levels between 1-10 FPKM (small intestine: 37.20%, colon: 38.87%), about 85% (small intestine: 84.72%, colon 85.83%) of all detected genes showed expression levels between 0.1 FPKM and 100 FPKM (Figure 2C).

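Of 15576 condensed genes present in the small intestine library, 38.2% (Wilson interval 37.4% to 39.0%) had between 1 and 10 RPKM and 85.7% (85.1% to 86.2%) between 0.1 and 100 RPKM. Of 16187 present in the colon library, 39.7% (38.9% to 40.4%) and 86.7% (86.2% to 87.2%) lay in these ranges. The highest RPKM lay 6.59 orders of magnitude above the threshold of 0.01 RPKM in small intestine and 6.73 in colon. The 10 genes with most reads took 11.8% of the uniquely placed reads in small intestine and 15.3% in colon. A minimum of 5 reads per gene moved the share between 0.1 and 100 RPKM most, to 90.4% in small intestine and 90.6% in colon.

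**Figure D3:**
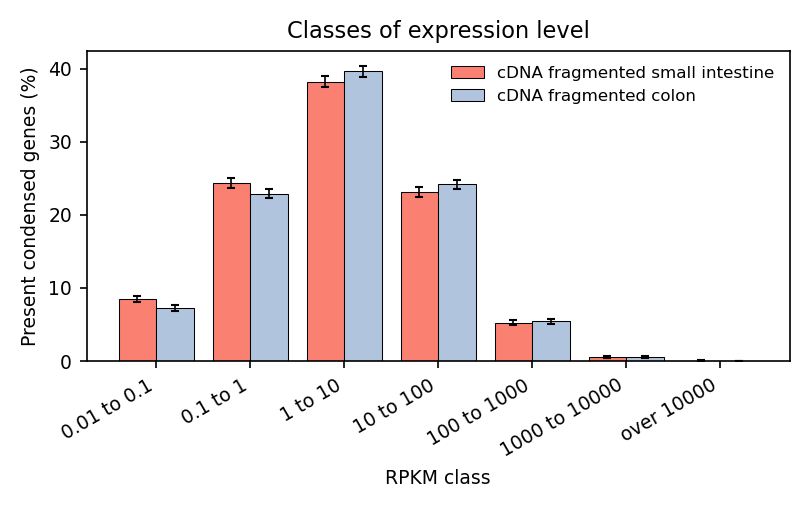
Share of present condensed genes in percent (vertical axis) in each class of expression level, each spanning an order of magnitude of RPKM (horizontal axis), for the cDNA fragmented libraries. Bars start at 0, error bars are Wilson intervals, and the class from 1 to 10 RPKM is the largest in both tissues.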

For a more general view on differences between the investigated tissues, we performed gene ontology (GO) analysis on subsets of tissue-specific transcripts (i.e. not supported by at least 5 reads and > 2 SPs out of approx. 28 mio. uniquely mapped reads in one of the tissue libraries, but present in the other library). 

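By the rule of at least 5 reads and more than 2 start points in one library and not in the other, 307 condensed genes were specific for small intestine and 1035 for colon. A minimum of 10 reads changed which genes passed more than how many. It gave 320 genes for small intestine, 152 of them shared with the 307, and 1108 for colon, 539 of them shared with the 1035. Sex-linked and pancreatic acinar genes made up 13 of the 1035 genes of colon.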

Interestingly, we found a significant enrichment for the GO term cell-cell signaling, ion transport and immune response in both the subsets of colon- and small intestine-specific transcripts, whereas genes supporting the term metabolic processes that would be expected in both tissues were significantly depleted in both samples. 

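Additional file 3 names the genes behind each term, and these genes were counted in the deposited matches by the rule of at least 5 reads and more than 2 start points. For cell-cell signaling, 6 of the 15 genes that the paper lists for small intestine passed in small intestine only, 6 in both tissues and 3 in neither. Of the 41 listed for colon, 29 passed in colon only and 11 in both tissues. For ion transport, 10 of 20 genes listed for small intestine and 45 of 67 listed for colon passed only in the tissue they are listed for. For defense response, 10 of 19 and 13 of 16 did so. For macromolecule metabolic process, 19 of 33 genes of small intestine and 64 of 124 genes of colon did so, and 10 of the 124 are sex-linked or pancreatic acinar genes. The gene ontology annotation was not used here, and no enrichment was calculated. From the terms shared by the subsets of both tissues, the paper proposes that cell-cell signaling and ion transport regulate tissue identity.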

Although few of the transcripts underlying each term overlap, the findings strengthen the hypothesis that processes like cell-cell signaling and ion transport are indeed pivotal regulators of tissue identity. Furthermore, the results also strengthen the view that fundamentally different immune processes occur in small and large intestine and may reflect a higher abundance of the MALT in the small intestine. Results of investigated GO terms are listed in Additional file 3. Figure 2D shows enrichment or depletion of mentioned gene ontology terms

### Benchmarking of applied screening protocol and comparison to microarray

To investigate the reproducibility of our cDNA sequencing method and to describe interindividual variation of gene expression we performed technical and biological replicates, compared double with single poly-A enrichment (column based poly-A enriched mRNA vs. total RNA as input for oligo-dT primed reverse transcription, which allow input total RNA amounts of less than 1 µg, an overview of sequencing statistics for this samples can be found in Additional file 1, table S1), and correlated our data to the output of standard microarray analysis (Affymetrix Mouse 430 2.0). For our technical replicate, we observed a Spearman rank correlation of 0.92, in the biological replicate using two different individuals from the same animal facility we found a Spearman rank correlation of 0.82. The different protocols for poly-A enrichment showed a Spearman rank correlation of 0.83 (Figure 3 A-C). In comparison with microarray data we found a Spearman rank correlation of 0.68 for transcript levels detectable on both platforms (Figure 3D). As shown for other RNA-Seq protocols our approach is reliable and differences to microarrays are within microarray intra-platform comparisons [28]. High correlation between single and double enrichment of polyadenylated transcripts allow direct use of total RNA with clear reduced input, although the observed depletion of 5' ends along the transcript axis was stronger in the single enrichment experiment.

**Figure 3:**
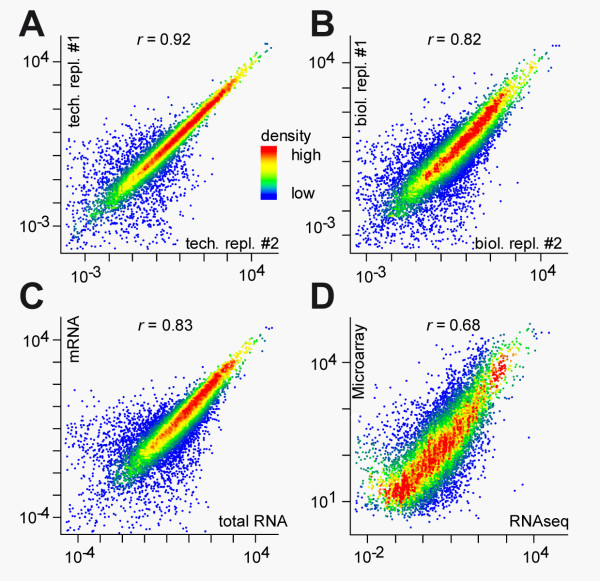
**Reliability of applied method **(A) **The correlation of two technical replicates, **(B) **biological replicates, **(C) **a comparison of either and **(D) **Microarray (y-axis) vs. applied RNA-Seq method (x-axis) is shown and the Spearman rank correlation (r) is stated**.

### Novel identified transcriptionally active regions are clustered in neighbourhood of known genes and orientation is usually in sense orientation to the related transcript

The salient goal of the present study was the in-depth identification and verification of polyadenylated transcript isoforms, which are unannotated in latest database extracts. For this purpose, the entire sequence space of annotated RefSeq transcripts was deducted from the genome-wide matching. Remaining sequences that mapped uniquely to the genomic backbone were additionally aligned to Ensembl gene annotations (downloaded from UCSC genome browser website [29] on August 29^th^, 2010). Contigs of covered sequence space of at least 50 bp length, which did neither point to RefSeq nor to Ensembl gene annotations, were defined as putative candidates for novel transcripts (nTARs). For the validation of these findings other methods like qPCR or Sanger EST sequencing cannot be realized on a genome-wide level. Thus we chose a different RNA sequencing protocol with significant changes in library preparation. While the first protocol is based on oligo-dT mediated, full length cDNA reverse transcription, template switch and double-stranded cDNA fragmentation, in the second protocol mRNA fragmentation is followed by random hexamer priming. In addition, this protocol added information about the orientation of the investigated nTARs (Figure 4). Mapping statistics showed a slightly higher rate of total and unique mapped reads, possibly due to a longer read length of 50 bp in the SOLiD V4 protocol. Confirmed nTARs were sorted into 9 groups: non-gene associated (NGA) events, which are in more than 10 kb distance to the next annotated transcript. Upstream gene neighbourhood (UGN) and downstream gene neighbourhood (DGN) events are within 10 kb to an annotated gene, but do not overlap. Up- and downstream gene intersecting events (UGI/DGI) are directly connected with the 5'- or 3'-UTR of an annotated gene, while other exon-linked nTARs were classified as exon-linked downstream (ELD) or exon-linked upstream (ELU) events. nTARs, which span a whole intron, are defined as intron-spanning element (ISE), while only partially covered regions of an intron with no overlapping to known exons are described as intragenic element (IGE) (Figure 5A). Using this strategy we could verify 20,966 nTARs of initially 27,543 events observed with the first protocol (76.12%), (Figure 5B for a detailed class report, a list of validated nTARs is contributed in Additional file 4), most of them in close relation to known genes. In proximity (<10 kb) of genes orientation of unambiguous nTARs was usually in sense orientation to neighbouring transcripts with ratios between 5.0 (IGE) and 18.6 (ELU). Only transcribed elements upstream of known transcripts (UGN) displayed a more or less random distribution (ratio 1.1). Despite the predominance of sense events, a vast number of new antisense events could be identified, especially in IGE (n = 769), which could represent regulatory modulators [30] of surrounding genes or even independent transcriptional units (absolute values for each class are shown in Figure 5C, nTARs showing both sense and antisense reads were not considered for sense/antisense pattern of nTARs).

**Figure 4:**
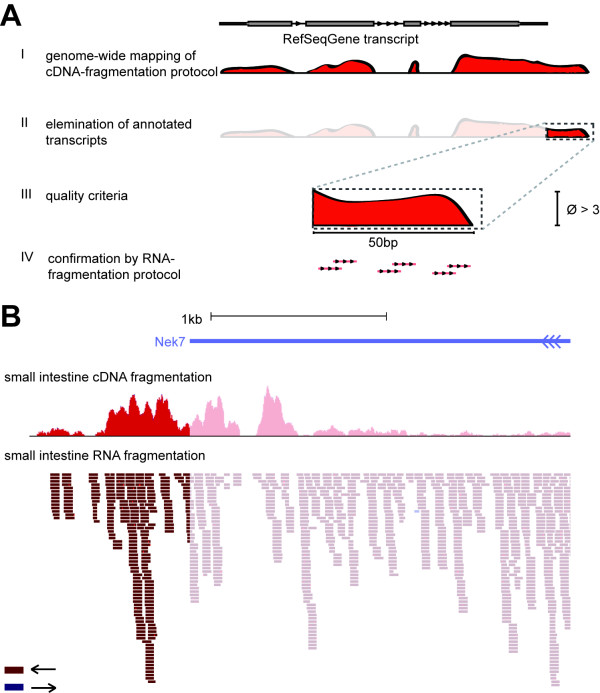
**Strategy for detection and verification of polyadenylated nTARs**. (**A**) All obtained reads from the screening protocol were matched against the mouse genome followed by generation of coverage tracks (I). Covered regions, which are not consistent with either current RefSeqGene or ensGene gene annotation were identified and selected (II). Only nTARs fulfilling our quality criteria (length ≥ 50 bp, average base coverage ≥ 3, III) were further processed and had to be confirmed by a second RNA-Seq protocol with at least 3 reads (IV). (**B**) An example of a nTAR is shown: extension of the last exon of *Nek7 *(*NIMA (never in mitosis gene a)-related kinase 7*), here shown for small intestine (orientation of reads shown by colour, modified screenshot from ucsc genome browser).

**Figure 5:**
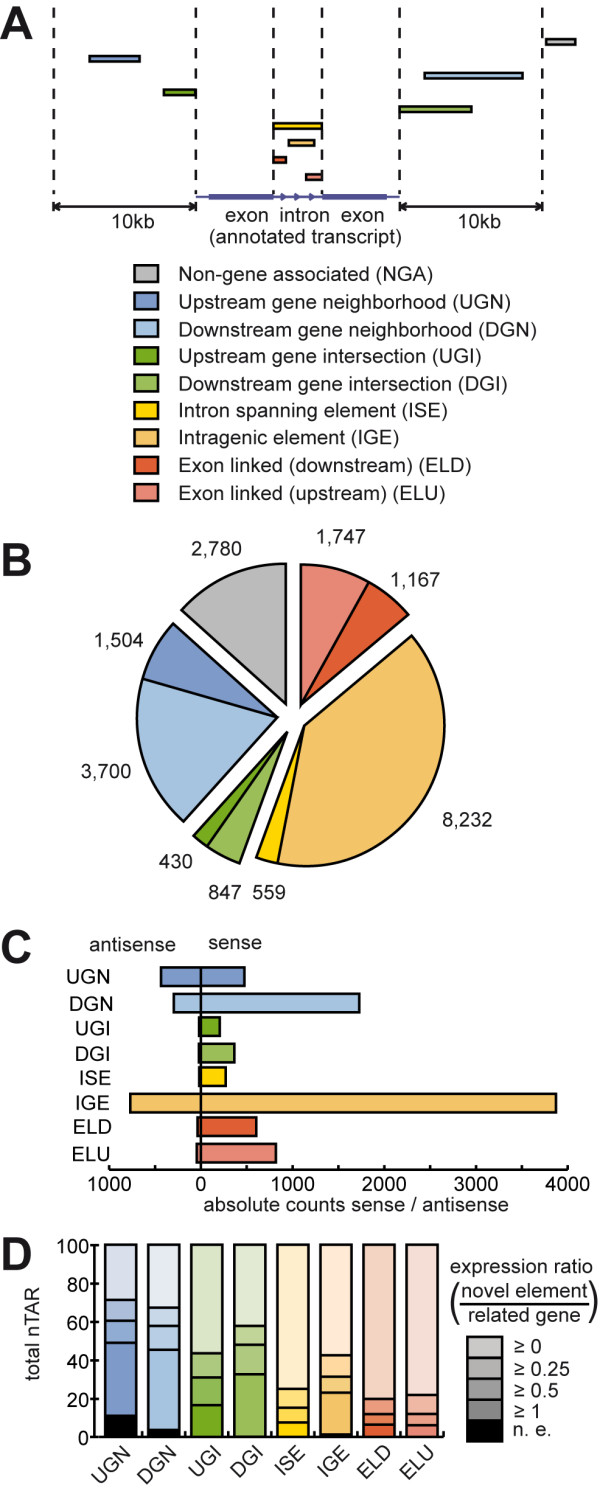
**Characterization of nTARs observed in the murine intestinal transcriptome (A) **Overview of defined classes of novel transcribed elements. Dependent on their relative position to known genes all novel transcribed events were classified. **(B) **Total frequency of novel transcribed elements categorized by the defined classes. **(C) **Pattern of sense / antisense distribution between different classes. Only items of unambiguous orientation were used. **(D) **Comparison of the expression levels of individual novel elements and related genes depicted as expression ratio. Columns show the relative distribution of ratios (n.e.:not expressed).

### Basic expression of nTARs is reduced compared to related genes, but can differ between intestinal tissues

To assess the question, how the expression of a given nTAR varies regarding to the related gene, we determined the ratio of the expression levels of a given nTAR and the related neighbouring transcript. 408 nTARs were related to a gene without expression (2.24%). 9,698 nTARs (53.33%) showed a detection ratio (coverage nTAR to coverage related gene) of 0.25 or below showing that the majority is rarely expressed compared to the related gene. This could explain why these genomic regions have not been annotated before. However, the distribution between different classes of nTARs vary significantly (Figure 5D). While intron spanning elements and both exon-linked classes play only minor roles (25% or less show detection ratios of 0.25 or higher), which may point to premature transcripts and/or failed splicing assembly, for nTARs neighbouring the untranslated regions of known genes up to 63.59% (DGN) showed detection ratios of 0.25 or higher. IGE show an intermediate level of well-detected transcripts (41.20%), in contrast to ISE non-mature RNA does not explain the detection of only parts of the intronic sequence. Together with the finding of a quite high rate of antisense reads, this suggests hidden transcriptionally active elements in intronic sequences, which may be additional exons, but also regulatory elements or completely independent transcripts. To further investigate, if detection level of nTARs alters in our two tissue subsets, we calculated the alteration rate between tissues, in case of gene-related nTARs corrected for gene expression changes (Figure 6A). While many NGA show a more than 3x change of expression (27,30%), only 3.98% of gene related nTARs pass this threshold, in particular nTARs at 3' ends of known genes does not change expression compared to the related gene (DGI: 1.89%, DGN: 2.41%). An example of a tissue-specific expressed nTAR is shown in Figure 6B. A complete list of differentially expressed nTARs can be found in Additional file 5. To further corroborate polyadenylation sites, an additional protocol was used based on 3'-anchored pyrosequencing on a 454/GS-FLX [31]. Whereas the coverage depth of pyrosequencing reads was not comparable to the SOLiD data sets (SMART: ~1.8Gb, WTAK: ~12Gb, FLX: < 4 MB unique matchable reads), we could verify 489 of 20,699 novel transcribed elements by at least a single specific 3'-anchored read (Additional file 1, figure S3, Additional file 6). The majority of 3'-anchored ends of nTARs related to a gene was confirmed in sense direction to their transcripts downstream of the reported transcript end. High rates of sense nTARs point together with these findings of a direct incorporation into known transcripts for many findings, especially for elements at the 3' UTR of known genes. However, within nTAR classes UGN and IGE we could observe also a high rate of polyadenylation signals in antisense direction to the known genes.

**Figure 6:**
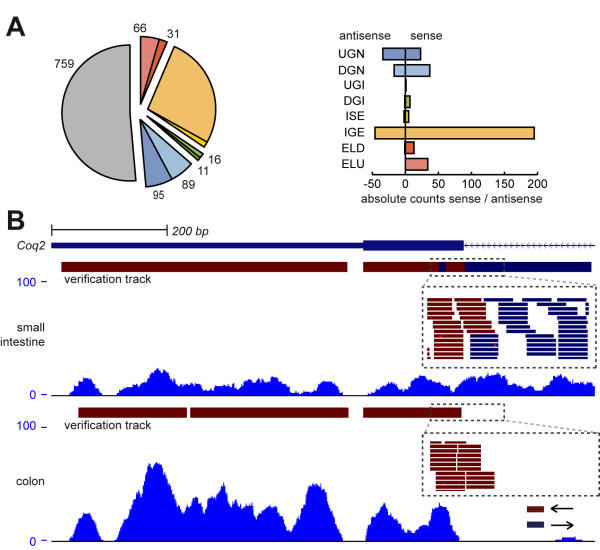
**Differential expression levels of nTARs in investigated tissues**. **(A) **Total counts of nTARs with 3-fold or higher changes in detection levels between tissues. For nTARs joint to a known gene, expression was corrected by fold change of the related gene. While NGA show a high variability, related genes usually are also linked in expression levels of neighbouring genes (for colour code, see Figure 4A). Additionally, orientation of differentially expressed nTARs is shown, compared to the orientation of total counts (Figure 5C), sense orientated findings show reduced expression variability, especially in DGN. **(B) **Example for a differentially expressed nTAR. In the colon, strong expression of *Coq2 *(*coenzyme Q2 homolog, prenyltransferase*) can be observed, but only slight expression in the ELU region of the last exon. In contrast, in the small intestine we observed a lower level of transcript expression, yet the nTAR region upstream of the last exon (ELU event) is distinctly upregulated in comparison to colon samples. Investigating the orientation of involved reads (dashed box) suggests, that this ELU event is transcribed in antisense orientation to the related gene.

## Discussion

Our findings describe a novel two-step RNA-Seq approach to systematically identify novel transcribed elements and for the first time present a view on the landscape of gene expression of the murine intestinal tract by means of massively parallel sequencing. Using this method we demonstrate high intestinal transcriptome complexity with expression of 74.1% of RefSeq annotated transcripts. The observed values for uniquely mappable reads are similar to other RNA-Seq studies employing murine and human complex tissues [9,19] Compared to other tissues like the brain investigated by massively parallel sequencing (58.7% of known genes were reported as expressed in embryonic and neonatal mouse brain [19]), the intestine thus shows a higher complexity at a molecular level and the majority of genes are present in both small intestine and colon. RNA-Seq shows almost no background noise and allows an absolute quantification of transcripts [11]. Thus, it is of note that our study clearly demonstrates the tissue-specific absence of certain transcripts, which are covered not even by a single sequence in the small intestine, but present at a relevant per base coverage in the colon (e.g. H^+^/K^+^-Transporter *Atp12a*) or vice versa are only present in the small intestine (e.g. type 2 glucose transporter *SLC2A2*). 

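In the cDNA fragmented libraries, Atp12a (chromosome 14 of mm9, 56983905 to 57007388) had 0 reads in small intestine and 1495 reads at 1181 start points in colon. The count of 0 allows up to 0.0338 RPKM in small intestine, and the colon value was 15.3 RPKM (14.5 to 16.1), at least 452-fold higher against the floor. In the ribosomal RNA-depleted small intestine library, Atp12a had 2 reads at 2 start points, 0.249 RPKM (0.0301 to 0.898), which passes the threshold for presence, and colon was 357-fold higher (98.7 to 2953). Slc2a2 (chromosome 3, 28596825 to 28627278) had 9488 reads at 3220 start points in small intestine, 164 RPKM (161 to 168), and 3 reads at 3 start points in colon, 0.0471 RPKM. The ratio of small intestine to colon was 3488, with a counting interval of 1193 to 16918, and in the ribosomal RNA-depleted libraries, with 18 reads at 18 start points in colon, it was 97.6 (61.4 to 165). Among all condensed genes with at least 1000 reads in one cDNA fragmented library, 6 had no read in small intestine and 10 had no read in colon. Without the sex-linked and pancreatic acinar genes and the α-defensins, an exclusion chosen after the data had been examined, 3 and 7 remained. From transcripts without reads in one tissue, the paper concludes that certain transcripts are absent in a tissue-specific manner.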

Highly abundant transcripts observed in our data sets relate to earlier microarray studies, several of these transcripts have been shown to be strongly expressed in the intestine [22]. 

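By RPKM, the 5 condensed genes with the highest values in the cDNA fragmented small intestine library were Defa24 with 38796, Fabp2, Reg3b with 19222, Defa20 with 18911 and Fabp1 with 13459. In the colon library they were Car1, Guca2a with 17002, 2210415F13Rik with 16682, Agr2 and 1810030J14Rik with 14414. Penalised ratios were ranked among condensed genes present in both tissues only, which leaves out Car1. By the penalised ratio of small intestine to colon, Defa24 ranked highest with 3524, followed by Defa5 with 3055, AY761184 with 2540 and Fabp1 with 2339. Values of the single α-defensins are uncertain, since these genes are near copies of each other. By the penalised ratio of colon to small intestine, Aqp8 ranked highest with 988, followed by Sycn with 448, Hao2 with 378, 1810065E05Rik with 260 and Retnlb with 191. Sycn is also a pancreatic acinar gene.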

Several of the most abundant transcripts are well known players in intestinal physiology, e.g. *carbonic anhydrase 1 *in the colon or *fatty acid binding protein 2 *in small intestine tissue. In addition, for exclusively expressed transcripts highest significance values for the enrichment of certain gene ontology terms were found in processes clearly associated with the investigated tissue (e.g. ion transport, cell-cell signaling).

As the detection and quantification of transcripts presented here is based only on a limited number of datasets from two different tissues of the same individuals, conclusions about transcripts as being present in either only colon or only small intestine remain clearly descriptive. Transcripts displaying strong differential expression between colon and small intestine, should be considered only as exemplary observations and may indicate biological processes that are more prominent in one tissue over the other. Using the data as a first blueprint, it will be interesting to discriminate the roles of absent gene expression and rare transcripts in the determination of intestinal tissue identity and function.

Yet, several advantages can clearly be identified in this benchmarking study: (a) Digital gene expression analysis by RNA-Seq has a wide (and to experimental requirements adaptable [32]) dynamic range and also allows a detailed picture of extremely rare transcript forms. (b) Unlike microarrays RNA-Seq is not limited to the detection of *a priori *determined sequences and thus allows the detection of unknown transcripts. We have chosen a two-step approach to identify and validate novel transcribed elements that result in polyadenylated transcripts using two independent RNA-Seq library preparation methods. For the intestine we show a high number of non-annotated regions of transcriptional activity, 20,699 of these could be verified by an independent protocol emphasizing the still limited knowledge on tissue-specific mammalian transcriptome signatures. Interestingly the classification of nTARs in relation to annotated transcripts confirmed a strong clustering in the vicinity of known gene as recently reported for other nTARs in different tissues from mouse [16] and human cell lines [33]. Even though there is evidence for still unknown transcripts expressed in the intestine (NGA), the more considerable lack of information seems to be in the fine structure of known gene loci. (c) The method allows for a simple discrimination and annotation of read strandedness and thus allows for a deeper insight into identified transcriptionally active regions. As example we have focused on the sense-antisense distribution of novel RNA sequences in the vicinity of known transcripts. The majority of identified gene-associated nTARs are in sense orientation, although a distinct number of pure antisense elements and also mixed nTARs could be identified. Most of intronic nTARs are expressed at a lower level when compared to adjacent or directly linked genes. Thus, some of the detected nTARs may also display premature, non-spliced RNA molecules. However, it is plausible that the many of the transcriptionally active regions in the vicinity of known genes are representing tissue-specific modulatory events. In particular, we demonstrate an unprecedented diversity of nTARs at the 5'or 3' border of known genes, which are realized both in sense and antisense direction. While some of the antisense findings may point to novel regulatory antisense transcripts [34], the finding of sense nTARs downstream of known genes highlight the leakiness of many of the known polyadenylation signals [35,36] and point to a highly diverse and tissue-specific realization of 3'-untranslated regions.

### Conclusion

In summary, the current study provides a public data resource for other researchers (e.g. for the identification of context-dependent transcript isoform and/or regulatory antisense transcript expression) and demonstrates the power of RNA-Seq approaches in order to identify novel strand-specific transcriptional units. Our observations may point to complex and so far undetected sense/antisense regulation events in many of the transcripts that warrant functional in-depth investigation and may ultimately lead to novel insights into intestinal biology.

### Materials and methods

#### RNA-Isolation

Total RNA was isolated from liquid nitrogen frozen intestinal tissues of in total 6 9-10-weeks old C57B6 mice (housed under SPF conditions) either using RNeasy mini kit (Qiagen) followed by mRNA enrichment with Oligotex mRNA purification kit (Qiagen) for SMART sequencing or mirVana miRNA isolation kit (Ambion) for use with whole transcriptome analysis kit (WTAK, Ambion). RNA was isolated from either total small intestine tissue (jejunum) or colon tissue (distal colon).

#### Animals

Mice were maintained in a 12-h light-dark cycle under standard conditions and were provided with food and water *ad libitum*. Procedures involving animal care were conducted in conform to national and international laws and policies.

#### RNA-Seq

500 ng enriched mRNA was used for SMART cDNA synthesis. For second strand synthesis and amplification, a 5'-biotinylated version of PCR primer II was employed. 13 cycles of amplification led to a yield of more than 2 µg cDNA. Subsequently, SOLiD V2 fragment library protocol (Applied Biosystems) was applied and transcript ends were depleted by two rounds of Dynabeads M-280 streptavidin (Invitrogen) treatment. For SOLiD WTAK (RNA fragmentation protocol) 10 µg total RNA was enriched for polyadenylated RNA and used as input for library construction following manufacturer's instructions (Applied Biosystems). First type of libraries (cDNA fragmented) was sequenced on a SOLiD V2 and V2.5 (replicates) sequencing by ligation sequencer following manufacturer's instructions, second type of libraries (RNA fragmented) on a SOLiD V4. The full datasets have been submitted to a public data repository (Gene Expression Omnibus, http://www.ncbi.nlm.nih.gov/geo accession number: GSE21746).

#### Mapping algorithm

Colour space reads (.csfasta) were mapped against the mouse genome reference (mm9). For matching SOLiD™ BioScope™ Software V1.2.1 (Applied Biosystems) was employed using a mismatch penalty of -2, i.e. the mapping pipeline first searches for short matches between a read and the reference. For this initial seed we used 30 bp for the 35 bp reads, allowing for up to 3 mismatches and a 38 bp seed for 50 bp reads with up to 3 mismatches. Additionally we used a repetitive mapping scheme for the 50 bp reads, with a 25 bp seed and up to 2 mismatches. Successfully placed seeds are then extended, adding +1 to the score for every match and using a penalty of 2 for each mismatch. Finally the shortest of best scored alignments is chosen, for details see Bioscope user manual at: http://www3.appliedbiosystems.com. The coverage custom tracks represent the visualization of the SAMtools pileup output [37].

#### Oligonucleotide DNA microarray hybridization

Total RNA was processed as previously described [38] and hybridized to an Affymetrix Mouse 430 2.0 array (Affymetrix Inc, Santa Clara, CA) according to the manufacturer's protocol. Data was normalized using RMA (AGCC, Affymetrix) and signals with a detection p-value of = 0.05 were considered as present. Experimental and analytical part of the microarray analysis was performed following the MIAME standards. The datasets have been submitted to a public data repository (Gene Expression Omnibus, http://www.ncbi.nlm.nih.gov/geo accession number: GSE21746).

#### Gene expression

Transcript expression rates were calculated using the bioscope *.bam output files and transcript annotations from the UCSC homepage (refGene table of build mm9, February, 21th 2011). To interrogate expression levels we calculated FPKM using the published tool Cufflinks. As we rely on a small sample set we defined a conservative value of 3-fold difference between the two tissues in order to filter for potentially interesting results. A present/absent threshold was set to 0.01 FPKM as reported previously [18]. Present transcripts were required to have at least two independent start points. Gene Ontology analysis was performed as previously published [39] by comparing genes present or absent only in either colon or small intestine. Biological processes associated to the transcripts were retrieved from the Gene Ontology Consortium (http://www.geneontology.org).

#### Gene saturation plot and estimation of total detectable RefSeq transcripts by regression analyses

To estimate the number of detectable genes, partial included data on transcript isoforms was removed from the RefSeq table by allowing gene symbols only once within the RefSeq table. Transcripts sharing a gene symbol were artificially fused to a 'supertranscript', so that expression of either isoform led to detection of the corresponding gene symbol. Reads were randomly drawn and removed from the entirety of matched reads. Drawn reads located within annotated genes increase the read count of the corresponding transcript by 1. Genes were considered as being present with at least 5 reads in relation to the number of drawn reads. The collected data was used to calculate a non-linear regression based on the following formula:

To further improve the estimation of total expressed genes, the second intersection of this initial regression curve with the experimental collected data points has been determined and for the points on the right side of the intersection another non-linear regression curve has been calculated. This has been repeated until the correlation of the regression curve reached 0.99 and no further improvement could be achieved.

#### Detection of tissue-specific increased gene expression

Enhanced gene expression was defined as a 3-fold increase in FPKM in one tissue compared to the second. To reduce the impact of insubstantial changes of rare expressed transcripts, the FPKM of any transcript in the second tissue was increased by 1 (see equation below). Both tissues were compared to the other one and only transcripts with a 3-fold higher coverage despite penalty were considered as tissue-specific increased.

#### nTAR detection and classification algorithm

To investigate hitherto unannotated but transcriptionally active regions (nTARs) the *.bam files were screened for chained, covered bases which were not present in investigated databases (refGene, ensGene). In order to use a conservative strategy and to avoid a high false positive rate (e.g. around exon/intron boundaries) we chose minimum nTAR length of 50 bp and defined a detection threshold of 5 reads and two independent start points. Although deeper annotations (e.g. FANTOM, ENCODE) exist, we have chosen a design similar to a previous study [33] using a combination of RefSeq and ENSEMBL as standard gene databases to detect novel elements. Depending on the position of the nTAR relative to annotated genes 9 classes were defined. nTARs with a distance to annotated genes greater than 10 kb were classified as non-gene associated (NGA) events. nTARs within the 10 kb range which did not start or end right beside to annotated genes were classified as upstream or downstream gene neighbourhood (UGN, DGN). nTARs starting or ending right beside to annotated genes were classified as upstream or downstream gene intersections (UGI, DGI). All other nTARs were located within annotated genes. nTARs extending exons were classified as exon-linked up- or downstream (ELU, ELD) events. Intragenic elements (IGE) were defined by no overlap with exons, whereas intron spanning elements (ISE) covered a whole intron. Hits fitting into several classes were counted only once following a priority list: ISE, ELD/ELU, UGI/DGI, IGE, UGN/DGN, NGA. Hits in neighbourhood of two genes were assigned to the closest one. To verify the nTARs, reads derived from the RNA fragmentation protocol were investigated. Validation of an nTAR required at least 3 reads from the RNA fragmentation protocol. For all nTARs, RNA fragmentation protocol reads were counted separately for sense and antisense direction (compared to the respective gene). Method and equations for calculation of the detection ratio of nTARs to related genes and differential regulation of nTARs in different tissues can be found in SI methods.

## Authors' contributions

UCK, MB, MW, BK and PR created and expanded the screening strategy and data analysis pipeline. RH generated and analysed microarray data and performed GO analyses. OG and CS contributed to sample generation. UCK and MBS constructed libraries and performed sequencing. SS, AF, UCK and PR elaborated experimental design. The manuscript was prepared by UCK, MB and PR, with the participation of AF and SS. PR and SS supervised the work. All authors read and approved the manuscript.

## Supplementary Material

Additional file 1 **Supplementary information**. Additional figures for workflow of cDNA fragmentation library protocol, distribution of unique start points of a exemplary gene, and polyadenylated nTARs confirmed by GS-FLX Pyrosequencing. Click here for file

Additional file 2 **Intestinal gene expression**. Gene expression values were calculated using Cufflinks for both investigated intestinal tissues. Expression is measured in Fragments Per Kilobase of transcript per Million mapped reads (FPKM). Click here for file

Additional file 3 **Gene ontology analysis**. Gene ontology analysis to investigate the presents or absence of gene ontology terms in either or both tissues. Click here for file

Additional file 4 **List of nTARs**. All novel transcriptionally active regions with a minimum length of 50 bp and support of at least three reads of the second protocol. Click here for file

Additional file 5 **Differentially expressed nTARs**. All nTARs differentially expressed in the small intestine compared to the colon. Click here for file

Additional file 6 **nTARs with poly-A tag**. All nTARs associated with poly-A tags which have been identified by pyrosequencing. In addition, authors provide a browsable transcriptome/genome viewer for easy data examination on their institutional homepage: http://ucsc.ikmb.uni-kiel.de/cgi-bin/hgTracks Click here for file

# Supplementary material for: A tissue-specific landscape of sense/antisense transcription in the mouse intestine
**Source:** BMC Genomics. 2011 Jun 10;12:305. doi: 10.1186/1471-2164-12-305
**Supplement:** Additional file 1 — Supplementary information. Additional figures for workflow of cDNA fragmentation library protocol, distribution of unique start points of a exemplary gene, and polyadenylated nTARs confirmed by GS-FLX Pyrosequencing.

**SUPPLEMENTARY MATERIAL FOR:**

**A tissue-specific landscape of sense/antisense transcription in the mouse intestine**

Ulrich C. Klostermeier<sup>1</sup>, Matthias Barann<sup>1</sup>, Michael Wittig<sup>1</sup>, Robert Häsler<sup>1</sup>, Andre Franke<sup>1</sup>, Olga Gavrilova<sup>1</sup>, Benjamin Kreck<sup>1</sup>, Christian Sina<sup>1,2</sup>, Markus B. Schilhabel<sup>1</sup>, Stefan Schreiber<sup>1,2</sup> and Philip Rosenstiel<sup>1</sup>

<sup>1</sup> To whom correspondence may be addressed:

Institute of Clinical Molecular Biology

Christian-Albrechts-University Kiel

Schittenhelmstr. 12

D-24105 Kiel, Germany

## SI Methods

**nTAR expression compared to related gene.** For the calculation of the expression ratio between nTARs and their related gene, the average base coverage was calculated and normalized to the genome wide total coverage (average base coverage per gigabase sequence space,  $abc_{(Gb)}$ ) for any nTARs from the combined tissue data set and divided by the  $abc_{(Gb)}$  of the related gene. The expression ratio for nTARs with related genes showing no expression in the investigated tissues, were set to n.e. (not expressed).

$$(ratio) = \frac{(abc_{(Gb)}nTar\ a + abc_{(Gb)}nTar\ b)}{(abc_{(Gb)}Transcript_{tissue\ a} + abc_{(Gb)}Transcript_{tissue\ b})}$$

**Detection of tissue-specific differential expressed nTARs.** Differential expression of NGA was calculated as ratio between  $abc_{(Gb)}$  of both tissues, to avoid differential expressed nTAR as consequence of insubstantial alterations of ultra-rare expressed transcripts, a penalty of 1 was added to the divisor. For nTARs related to an annotated gene, the tissue fold change was corrected by the fold change of the related gene, insubstantial fold changes again were corrected by adding a penalty of 1 to the divisor:

$$(fold\ change) = \frac{[abc_{Gb}nTAR\ a][abc_{(Gb)}transcript\ b]}{([abc_{Gb}nTAR\ b] + 1) ([abc_{Gb}transcript\ a] + 1)}$$

Each tissue was compared to the other on, only nTARs with a 3-fold or higher increase in one of the tissues were considered as differential expressed.

## Supplementary figures and tables:

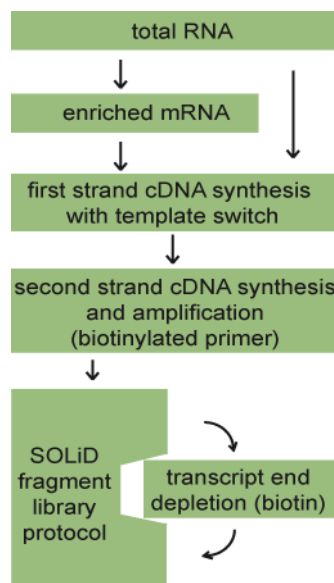

**Fig. S1.** Schematic overview of cDNA fragmentation library protocol.

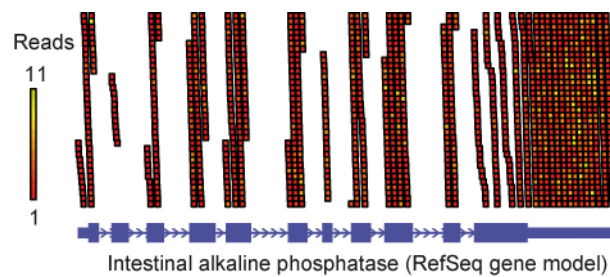

**Fig. S2.** Intestinal alkaline phosphatase is given as an example for the distribution of unique start points in the sequencing library from small intestine. Each small rectangle represents a unique start point. The number of reads with identical start points is indicated by color.

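Intestinal alkaline phosphatase corresponds to the neighbouring genes Alpi (chromosome 1 of mm9, 88994579 to 88998181) and Akp3 (chromosome 1, 89021583 to 89024487), and the legend does not name which of them is drawn. In the cDNA fragmented small intestine library, Alpi had 3553 reads inside exons at 1979 start points, which gives 1.80 reads per start point. A single read was found at 53.7% of these start points, and the start point with most reads held 9. Of the start points, 1050 were in sense and 929 in antisense orientation, and 64.8% of the 2335 exonic positions held a start point on at least 1 strand. Akp3 had 12 reads at 12 start points. As the genes are paralogs, reads in identical stretches have no unique placement and are missing from both.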

**Tab. S1.** Replicate mapping statistics

|                           | technical<br>replicate 1 (B1) | technical<br>replicate 2 (B2) | total RNA<br>input (C) | mRNA input /<br>biological<br>replicate (D) |
|---------------------------|-------------------------------|-------------------------------|------------------------|---------------------------------------------|
| total reads               | 25,290,820                    | 34,324,215                    | 27,029,531             | 24,535,567                                  |
| mapped reads              | 13161551                      | 16478454                      | 12891064               | 12902680                                    |
| mapped reads [%]          | 52.04%                        | 48.01%                        | 47.69%                 | 52.59%                                      |
| uniquely mapped reads     | 9,040,655                     | 11,341,373                    | 9,004,107              | 9,370,788                                   |
| uniquely mapped reads [%] | 68.69%                        | 68.83%                        | 69.85%                 | 72.63%                                      |

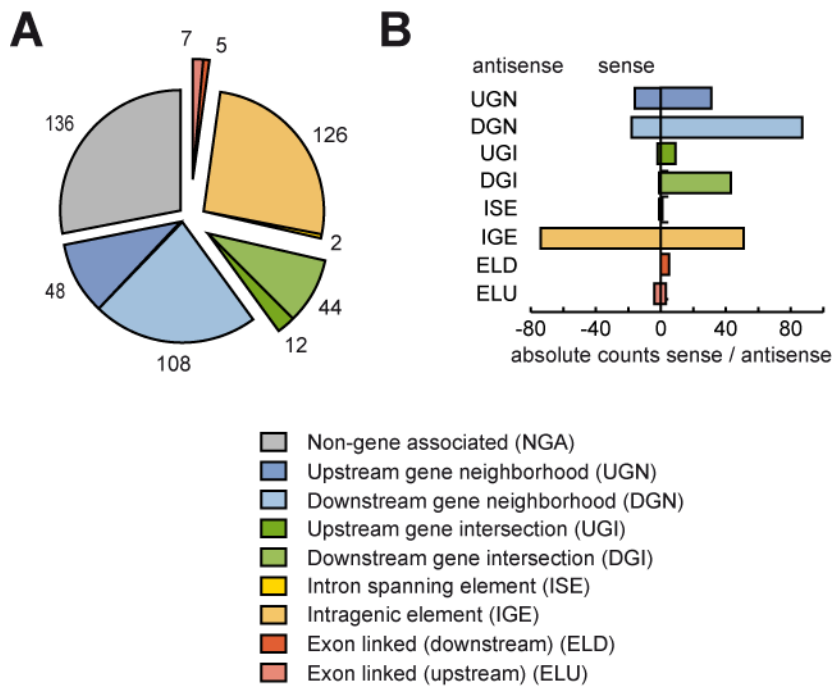

**Fig. S3.** Polyadenylated 3' ends.

(A) nTARs confirmed by GS-FLX Pyrosequencing derived 3'-poly-A anchored reads are shown. Although coverage depth of SOLiD sequencing was not achieved by pyrosequencing, this approach verifies at least a subset of polyadenylated nTARs and allows insight, in which defined nTAR-classes polyadenylation signals occur. IGE, DGI and DGN show most frequent polyadenylated nTARs, in particular DGI show a disproportional high number of polyadenylated nTARs compared to the total number of detected nTARs. (B) Read orientation of polyadenylated fragments. DGI with a polyadenylated end share usually the orientation of the related transcript. Interestingly, IGE show a more or less random distribution, showing that within this fraction beneath potentially alternative exons with early polyadenylation signals structurally independent transcripts exists.

How the deposited data were processed for this re-analysis (not part of the article)

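Deposited data. The authors deposited matched reads of 4 libraries from mice aged 9 to 10 weeks. A cDNA fragmented library was made from polyadenylated RNA of small intestine and another from that of colon. The remaining libraries are RNA fragmented, from small intestine and colon, and their labels give ribosomal RNA-depleted RNA. The paper describes polyadenylated RNA for its RNA fragmented protocol, and Table 1 gives 227082832 and 234732979 total reads for it, more than are deposited, so the deposited reads are not the data sets of Table 1. Whether any of them entered Table 1 could not be settled. Their values stand only in the closing section and in statements about single named genes. There is 1 library per tissue and protocol, so no replicate error could be calculated within either protocol. No test between tissues was run, and only counting intervals are given.

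The deposited units are as follows. The authors' match files hold positions, strands and mismatches of single reads and no normalized values. The authors' reports hold numbers of reads by mismatches, and the authors' tables of exons and junctions hold positions. In the deposited matching, 35 colors per read had been compared with RefSeq exons of mm9 and with exon-exon junctions by the authors with up to 3 mismatches, and reads with more than 1 placement had been removed. The reported values in the paper come from another matching to the whole genome, so regions outside exons could not be examined.

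Numbers of reads and start points counted here equal those in the authors' reports for all 4 libraries. The total reads were 77504263 and 83302412 in the cDNA fragmented small intestine and colon libraries, and 36419942 and 37466674 in the ribosomal RNA-depleted ones. Uniquely placed reads were 22484041, 24798934, 2035386 and 3478387 in the same order, so values from the ribosomal RNA-depleted libraries are less precise.

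Reads were counted on condensed genes, which stand in for RefSeq transcripts, and RPKM was calculated per 1000000 uniquely placed reads. A read was given to the exon that holds its start, with 3 bases of tolerance at exon borders. A gene was present above 0.01 RPKM with at least 2 start points. The 3-fold rule used a penalty of 1 in the divisor. The saturation curve was fitted by a hyperbola that was fitted again until the correlation passed 0.99 and no longer rose. The formula is missing from the extracted text of the paper, so the hyperbola is a choice made here. Coverage along the 5'-3' axis was read at 10% of the length in 100 bins, over genes with at least 20 reads. Intervals were Wilson intervals for shares, exact Poisson intervals for counts, and redrawn genes for coverage, all at the 95% level, and a count of 0 was set against 3 reads.

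Genes named were taken from those the paper names, the 5 with the highest RPKM per tissue, the 5 with the largest penalised ratio in each direction, a sex-linked list and a pancreatic acinar list, as fixed before the data were examined. Penalised ratios were ranked among genes present in both tissues only. The acinar list was written after the first lines of Additional file 2, which is held in part only, had been read, and these lines name Amy2a5 and Try5. Of 22 acinar genes 21 were found. Lists of other Y-linked genes, of proximal and distal small intestine genes and of the α-defensins were added later. The other Y-linked genes (Usp9y, Zfy1 and Zfy2) had 1 read or none in either cDNA fragmented library and 4 reads in the ribosomal RNA-depleted small intestine library, and so carried no information. The 12 genes the paper names had a median log2 ratio of colon to small intestine of -0.24 by cDNA and -0.29 by RNA fragmentation. This median mixes genes named for small intestine with genes named for colon. Of the 12 genes, 8 are named for a tissue, and all 8 lay on the stated side by cDNA and by RNA fragmentation. The median log2 ratio of the α-defensins was -11.29 and -7.28 in the same order. Log2 ratios of lists were calculated after 0.1 RPKM had been added, and those compared between protocols after 1 RPKM had been added. Results of the other lists stand in the closing observations.

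Alternatives tried were other thresholds for presence, matches with at most 1 mismatch, the deeper library thinned to the size of the shallower, start points in place of reads, a smaller penalty, median-of-ratios normalization, other minimum reads, other fits, and other weights of transcripts. Genes with 1 transcript were taken from GENCODE M1, since the deposited exons carry no transcript names.

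The procedures were tested on simulated data. Among 20920 genes, 200 were changed 8-fold, of which 184 were recovered by the 3-fold rule and no unchanged gene was called. The changed genes were drawn from well-covered genes only, so recovery among genes with few reads was not tested. The saturation fit gave 100.013% of the true maximum. Its points were drawn from a hyperbola, so this does not test whether the real curve is one. The coverage at 10% of the length deviated by at most 0.0204 percentage points, in simulated transcripts without exon borders. The intervals held the true share, count and ratio in 96.5%, 94.8% and 96.8% of draws.

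Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, pysam 0.24.0, samtools 1.23.1, bedtools 2.31.1, blastn 2.17.0 and the GENCODE M1 annotation on NCBIM37 (mm9). Replicate libraries, microarray data, pyrosequencing data and unannotated transcribed regions were not analysed here.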

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

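All tests in this part were chosen after the result had been seen, except that of ribosomal RNA for Lars2 and that of different parts of the small intestine for Akp3. For the last, the rule on percentiles was set after list medians had been seen. Each library is the only one of its tissue and protocol, so none of the differences was tested against variation between mice.

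Sex-linked genes gave a signal that the paper does not discuss. The Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d had 3490 reads in the cDNA fragmented colon library and 19 in the small intestine library, all 19 on Ddx3y. Xist had 1756 reads in the cDNA fragmented small intestine library and 31 in the colon library. Of the Y-linked reads of both libraries, 99.5% lay in the colon library, and 98.3% of the Xist reads lay in the small intestine library. Depth is argued against by a colon to small intestine ratio of 184 for Y-linked reads (117 to 305), where the libraries differ by 1.10. Reads shared with the X-linked copy are argued against by Ddx3x, whose reads had a ratio of 0.548 (5134 in small intestine and 2816 in colon). A candidate explanation that stays open is that the cDNA fragmented libraries came from mice of different sex. The paper does not state the sex of the mice and describes the tissues as from the same individuals. If the sexes differ, sex and tissue cannot be separated in this comparison. The ribosomal RNA-depleted libraries of small intestine and colon held 362 and 793 Y-linked reads and 9 and 5 Xist reads. The cDNA fragmented small intestine library thus differs from both in these genes. A difference between mice therefore cannot be told apart from the protocols in small intestine.

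Pancreatic acinar genes moved in opposite directions under the protocols. The median log2 ratio of colon to small intestine over 21 genes was 6.09 in the cDNA fragmented libraries and -7.30 in the ribosomal RNA-depleted ones. Amy2a5 and Prss1 had no read in any library, and without these 2 genes it was 6.20 and -7.44 over 19 genes, on which the tests below rest. The difference between the protocols was not tested. The list took 0.192% of the reads in the cDNA fragmented colon library and 0.469% in the ribosomal RNA-depleted small intestine library, against 0.0192% and 0.0464% in the cDNA fragmented small intestine and the ribosomal RNA-depleted colon library. Expression of the whole list by the colon is argued against by a median of 1.16 RPKM in the ribosomal RNA-depleted colon library, against 28.7 in the cDNA fragmented one. Cela1 and Sycn are exceptions, with 1127 and 407 reads there and 15132 and 13109 in the cDNA fragmented colon library, so these genes may be expressed in colon. Reads shared between paralogs are argued against by Pnlip, Cel and Cpb1, as 3 of 4 genes without close copies in the list were over 3-fold higher in both raised libraries. The exception was Clps, with log2 ratios of -1.14 and -3.44. All 4 had been required at first, and the rule was relaxed after the number had been seen. A candidate explanation that stays open is RNA from pancreas in the cDNA fragmented colon and the ribosomal RNA-depleted small intestine libraries, where levels across the list had a Spearman correlation of 0.73. Its most abundant genes were Cela1 and Sycn in the former, and Ctrb1 and Cela2a with 1611 and 1323 reads in the latter. The correlation is across genes, which are not independent replicates. Of the list, 4 genes (Cela1, Clps, Gp2 and Sycn) were above 1 RPKM in both other libraries, and the correlation without them was 0.88 over 15 genes.

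Lars2 took a large share of the ribosomal RNA-depleted libraries, which the paper does not report. It had 277915 reads in small intestine, 13.7% of the library, and 186260 in colon, 5.35%, against 4825 and 9856 in the cDNA fragmented libraries. In the ribosomal RNA-depleted small intestine library, 93.9% of the reads lay within 200 bases in the last exon, on chromosome 9 of mm9 from 123370935 to 123371134. In the cDNA fragmented small intestine library, 74.2% of the reads lay from 123371110 to 123371309. A higher level of the whole transcript is argued against by unequal change along the gene. RPKM was 636-fold higher over the whole gene and 51.6-fold higher (46.1 to 57.9) after the 375 bases that span both stretches had been left out of both libraries. Over the 20 exons before the last it was 4.34 against 3.08, a ratio of 1.41 (0.881 to 2.16), from 24 and 188 reads. Ribosomal RNA matched to part of the gene could not be decided. The densest stretch has 48 similar stretches of at least 50 bases elsewhere in the genome, with a median identity of 84.5%, and 0 of them overlap any of 334 annotated ribosomal RNA genes. Outside the mitochondrial chromosome, the longest of these is 148 bases, so the long ribosomal RNAs are missing from the annotation and the explanation stays open. No biological explanation was tested.

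Akp3 had 1255 reads in the ribosomal RNA-depleted small intestine library and 14 in the cDNA fragmented one, a difference that the paper does not report. A loss of reads to its paralog Alpi is argued against by the sum of both genes, which was 10.2-fold higher in the ribosomal RNA-depleted library (1625 against 160 reads per 1000000 uniquely placed reads). Different parts of the small intestine in the libraries may explain it but cannot be told apart from the protocols. All 4 proximal genes (Gata4, Cybrd1, Slc40a1 and Lct) were higher in the ribosomal RNA-depleted library, with a median log2 ratio of 2.46, at percentile 98.25 of 10000 random lists of like expression. Of 4 distal genes (Fabp6, Slc10a2, Osta and Ostb), 1 was higher there, with a median of -1.89 at percentile 15.4. The paper names jejunum as its small intestine tissue. The median over genes with at least 10 reads was 0.36 on this scale.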

How the results depend on the processing

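All alternatives in this part were fixed before the data were examined, except the correction for exon borders and the exclusion of sex-linked and pancreatic acinar genes, which were chosen after values had been seen. Over 31 results, 93 values under alternatives were calculated. Of these, 64 stayed within the interval of the result or, for numbers of genes and of start points, within a factor of 1.5, and 29 left it. The start points came close to that factor, with 4942686 in small intestine and 5151175 in colon for at most 1 mismatch, against 7337402 and 7680446 as reported. The correlation of tissue differences between protocols did not change sign. Numbers of genes were compared tissue by tissue, and the balance between the tissues changed sides with the median of ratios, as 46.4% of the genes with a 3-fold difference were higher in small intestine as reported and 64.6% then. Counting intervals do not include variation between mice. No paired analysis was possible because the labels carry no replicate numbers and do not name the mouse of a library. A fit of tissue with the protocol as a block over the 4 libraries would have been possible and was not run.

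Numbers of condensed genes present in either, both or one of the tissues stayed within the factor of 1.5 under all alternatives run. With 20920 condensed genes in all, the numbers in either tissue, in both tissues and with at least 5 reads could not rise by this factor. For these, only a fall could have left it. Genes present in either tissue ranged from 15379 to 17213, genes of small intestine only from 307 to 420 and genes of colon only from 937 to 1121. The number of genes with at least 5 reads and the saturation estimate also stayed within it. The estimate from a single hyperbola was nevertheless below the number of genes detected. Genes 3-fold higher in small intestine ranged from 370 to 633. Genes 3-fold higher in colon, 495 as reported, were 1171 with a penalty of 0.1 and 299 with the median of ratios. The smaller penalty raises the number by its construction. The median of ratios lowers it by construction too, since it shifts all genes by 0.40 on the log2 scale towards small intestine. Which normalization is closer to the RNA levels was not tested.

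A minimum of 5 reads raised the shares between 1 and 10 RPKM to 40.9% in small intestine and 42.0% in colon, and those between 0.1 and 100 RPKM to 90.4% and 90.6%, since it removes genes of low RPKM. With at most 1 mismatch, reads per start point were 2.72 in small intestine and 2.86 in colon. By start points in place of reads, the share in sense orientation was 49.2% and 48.7% in the cDNA fragmented small intestine and colon libraries, and 98.7% and 99.2% in the ribosomal RNA-depleted ones. With at least 50 reads, the correlation of tissue differences between protocols was 0.52. The cause of these 3 changes was not tested.

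Relative coverage at 10% of the length left its interval in several classes. With reads pooled over transcripts it was 47.4% for the class up to 5000 bp and 28.2% for more than 5000 bp in small intestine, and 20.3% for the class up to 1000 bp, 41.5% for the class up to 5000 bp and 24.0% for more than 5000 bp in colon. With at least 100 reads per gene it was 35.8% and 17.3% for the classes up to 5000 bp and over 5000 bp in small intestine, and 34.4% for the class up to 5000 bp in colon. With genes of 1 transcript it was 31.2% for the class up to 1000 bp and 12.8% for more than 5000 bp in small intestine, and 33.9% for the class up to 1000 bp and 33.0% for the class up to 5000 bp in colon. Corrected for exon borders, it was 38.5% and 18.1% for the classes up to 5000 bp and over 5000 bp in small intestine, and 37.2% and 17.3% in colon. The cause was not tested. In each of these settings, the class of more than 5000 bp stayed below that up to 5000 bp, but its order against the shorter classes changed. As reported it lay below both in small intestine, at 15.0% against 25.1% (up to 1000 bp) and 17.6% (up to 500 bp). With reads pooled it lay above both, at 28.2% against 21.6% and 16.2% in small intestine and at 24.0% against 20.3% and 15.7% in colon. With at least 100 reads (17.3% against 15.8%) and corrected for exon borders (18.1% against 17.6%) it lay above the class up to 500 bp in small intestine.

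Genes seen in one tissue only rest on few reads, with a median of 3 in small intestine and 4 in colon. The ribosomal RNA-depleted libraries hold 2035386 and 3478387 uniquely placed reads, and no library was thinned for the comparison of protocols. Regions outside annotated exons and the strand of their reads were not run, nor were their alternatives, because the deposited matches are to exons and junctions.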

Differences from the paper's values

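The paper counts RefSeq transcripts in a matching to the whole genome, and the values here count condensed genes in the deposited matches to exons and junctions, so the units are not the same.

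The paper reports 817 transcripts only in small intestine, and 369 condensed genes were found. All alternatives set before the data were examined also differ, with values from 307 to 420. As a share of all, the paper reports 2.95% and 1.76% was found. Without a requirement on start points the share was 2.01%, which is within a factor of 1.5 of the paper's value, and under the other alternatives it was not.

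The paper reports 1735 transcripts only in colon, and 980 condensed genes were found. All alternatives set before the data were examined also differ, with values from 937 to 1121. As a share of all condensed genes, 4.68% was found, which is within a factor of 1.5 of the paper's share.

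The paper reports 748 transcripts enhanced in colon, and 495 condensed genes were found. These counts are out of 27722 transcripts and 20920 condensed genes, and their shares of all were not compared. The difference in counts cannot be told apart from the difference in units. With start points in place of reads the number of condensed genes was 517, which is within a factor of 1.5 of the paper's value. With a penalty of 0.1 (1171), the median of ratios (299), at most 1 mismatch (473) and at least 10 reads over both libraries (495) it was not.

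The paper reports 227082832 and 234732979 total reads for the RNA fragmented libraries of small intestine and colon, and the authors' reports of the deposited ribosomal RNA-depleted libraries give 36419942 and 37466674. No alternative bears on these numbers.

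The paper reports a relative coverage of 5' ends of about 40% for transcripts of more than 5000 bp, and 15.0% was found at 10% of the length in small intestine. The paper's text does not name the position at which this was read. With reads pooled over transcripts the value was 28.2%, which is within a factor of 1.5, and with at least 100 reads (17.3%) and with genes of 1 transcript (12.8%) it was not. The correction for exon borders, which was chosen after values had been seen, gave 18.1%.

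The paper names Slc2a2 as present only in small intestine. In the deposited cDNA fragmented colon library, Slc2a2 had 3 reads at 3 start points, 0.0471 RPKM with an interval of 0.00971 to 0.138. This passes the threshold for presence of 0.01 RPKM and 2 start points. By the rule of at least 5 reads, it is absent from the cDNA fragmented colon library. In the ribosomal RNA-depleted colon library, Slc2a2 had 18 reads at 18 start points, 2.01 RPKM (1.19 to 3.18), and it was 97.6-fold higher in small intestine (61.4 to 165). Atp12a, which the paper names as without a sequence in small intestine, had 0 reads there by cDNA fragmentation and 2 reads at 2 start points in the ribosomal RNA-depleted library.

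The paper lists genes for cell-cell signaling as specific for small intestine. Of the 15 listed, 6 were found in small intestine only by the rule of at least 5 reads and more than 2 start points. Of the other genes listed for small intestine, this held for 19 of 33 for macromolecule metabolic process, 10 of 20 for ion transport, 10 of 19 for defense response, 0 of 4 for embryonic morphogenesis and 3 of 6 for synaptic transmission. Of those listed for colon, 64 of 124, 45 of 67, 13 of 16, 19 of 30 and 20 of 26 were found in colon only in the same order, and 29 of 41 for cell-cell signaling.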

Other observations

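All tests in this part were chosen after the result had been seen, except that of few reads in the RNA fragmented libraries.

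The RNA fragmented libraries, whose labels give ribosomal RNA-depleted RNA, are not described in this form by the paper, and their values are given here without a claim. Of their reads, 6.19% in small intestine and 10.1% in colon matched the exons and junctions. On named genes without annotated exonic bases on the opposite strand (18260 condensed genes), 99.3% of reads in small intestine and 99.6% in colon were in sense orientation. In the cDNA fragmented libraries, the shares were 48.3% and 48.2%. Reads per start point were 2.60 in both ribosomal RNA-depleted libraries, and 1 start point held 57788 reads in that of small intestine, 2.84% of the library.

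Tissue differences differed between the protocols. Over 15541 condensed genes with at least 10 reads over all 4 libraries, log2 ratios of colon to small intestine had a Spearman correlation across genes of 0.50 between protocols, and genes are not independent replicates. Levels correlated with 0.89 between the cDNA fragmented libraries of both tissues, 0.84 between the ribosomal RNA-depleted ones, and 0.77 (small intestine) and 0.78 (colon) between protocols of the same tissue. Of the genes 3-fold higher in small intestine by cDNA fragmentation, 399 of 410 with at least 10 reads lay on the same side by RNA fragmentation (97.3%). For colon, 444 of 467 did (95.1%). Few reads in the RNA fragmented libraries may contribute, as the correlation rose with the minimum of reads in these libraries, from 0.52 at 10 reads and 0.55 at 50 reads to 0.67 at 500 and 0.73 at 1000. Genes with more reads also differ in kind, which was not tested. Without the sex-linked and pancreatic acinar genes the correlation was 0.50 as well.

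Few reads span exon junctions. In the cDNA fragmented small intestine library, 184868 uniquely placed reads lay on junctions, and 13.2 times as many were calculated from exon lengths and read positions (9.88% of reads). A lack of short exons is argued against by this ratio. Of the junction reads, 46 had no mismatch (0.0249%), and 100% of these equalled the joined exons plus 1 intronic base. A candidate explanation is an extra base in the junction sequences used for the deposited matching. Such a base would shift all bases of a true junction read on 1 side of the junction, which can cost more mismatches than allowed. This explanation rests on 46 reads in this library and 42 in colon, and no biological explanation was tested.

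Car1 had no read in the cDNA fragmented small intestine library. At its share of the ribosomal RNA-depleted small intestine library (68 reads), 751 reads would have been counted. In the ribosomal RNA-depleted libraries, Car1 was 223-fold higher in colon (176 to 287). Among genes with at least 100 reads in one cDNA fragmented library, 28 had no read in small intestine and 17 had none in colon, and 19 and 14 remained without the sex-linked and pancreatic acinar genes and the α-defensins. The amylase genes Amy2a2 to Amy2a5 had 0 reads in all 4 libraries. They are near copies of each other, so a unique placement is rarely possible and the count of 0 is not informative. Amy1 had 60 reads in cDNA fragmented colon and 81 in ribosomal RNA-depleted small intestine, against 15 and 2 in the other libraries. These genes were chosen after their values had been seen.

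Nek7 and Coq2, which the paper shows as examples of genes beside unannotated regions, were compared over annotated exons only. Nek7 had 7.28 RPKM in small intestine and 10.9 in colon by cDNA fragmentation. Coq2 had 7.69 and 18.2, and was 2.37-fold higher in colon (2.07 to 2.72).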
